A study of Macaca mulatta with 24 samples. Its data were reported in "Synergistic Effects of Hyperandrogenemia and Obesogenic Western-style Diet on Transcription and DNA Methylation in Visceral Adipose Tissue of Nonhuman Primates" (2019).

How the data were processed

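DNA methylation was measured by reduced-representation bisulfite sequencing (RRBS) in omental (visceral) white adipose tissue of 24 female rhesus macaques. RRBS cuts genomic DNA with MspI at CCGG sites, so that the sequenced fragments are enriched for CpG-rich sequence. Bisulfite treatment then converts unmethylated cytosines, and methylated cytosines are read as unchanged. Each animal had its own library and its own values. Groups were taken from the sample labels, with 6 animals in each of 4 groups. All 24 columns of values were matched to an animal by name, and the animal number in the label was kept as the name of the replicate. The numbers differ between groups, so they pair no animals.

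The authors trimmed the reads with Trim Galore in its RRBS setting and aligned them to the rheMac8 build with Bismark. The values the authors deposited are the percentage of reads that were methylated at each CpG, for each animal separately, with no scaling between animals. The table holds 841143 CpGs. The authors kept CpGs above a coverage minimum in most animals of each group, and a value was found in at least 4 animals of each group at every CpG. A CpG without a value in an animal was treated as missing.

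The number of reads behind each value is not given in the table used here, so the depth beyond the coverage minimum of the authors is unknown, and no confidence interval was computed from reads. A percentage from few reads carries more counting error than one from many reads, and the per-CpG spread between animals contains both counting error and differences between animals. The number of CpGs with a value in an animal was used as the only proxy of depth, and the sequencing statistics per library that the study gives were not used here. For the same reason a higher coverage minimum was not tried.

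Differentially methylated CpGs (DMCs) were sought with limma 3.58.1 in R 4.3.3. Rates were arcsine-transformed, all 4 groups entered one fit with a shared residual variance, and the empirical Bayes prior had a constant variance. A DMC had a Benjamini-Hochberg adjusted p under 0.05 and an absolute difference between group means over 10 percentage points. The same fit was written in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 for use in the repeated fits. Its calls were checked against those of limma for 6 contrasts, and all were identical. The prior had 1.13 degrees of freedom, so the variance of a CpG was taken mostly from its own animals.

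Differentially methylated regions (DMRs) were built from the limma p-values by the comb-p procedure, which was written out again with numba 0.67.0 because the tool itself was not used here. The p-values of neighbouring CpGs were combined with a correction for their autocorrelation in steps of 50 bp, CpGs with an adjusted combined p under 0.05 were joined within 300 bp, and a region needed at least 2 CpGs, a Sidak p under 0.1 and a difference over 10 percentage points. As a regional test that does not use this spatial model, limma was also fitted to the mean rate of 100864 tiles of 1 kb that held at least 3 CpGs, with the thresholds used for DMCs.

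The contrasts were each treatment group against C, the interaction of T and WSD, and the main effect of each factor. In the interaction the effect of T on chow was subtracted from the effect of T on WSD, and a main effect is the average of a factor's effect over both levels of the other factor. Mean methylation per animal was taken over the 475736 CpGs on autosomes and the X chromosome with a value in all 24 animals. It was compared with two-sided exact permutation tests over the 924 splits of 6 against 6 animals, for which the smallest possible p is 0.00216, and the interaction with 100000 permutations. Whole profiles were compared by a pseudo-F on Euclidean distances over 487852 CpGs, permuted in the same way. Principal components were computed on the arcsine-transformed rates of those CpGs. Comparisons that share the C animals share their chance deviations, so correlations and overlaps between them were set beside the values obtained with permuted labels.

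Regions named in the text followed a fixed rule. For each comparison with C, the DMRs with at least 3 CpGs in which every animal of one group lay above every animal of the other were ranked by the difference between the means of the animals over the region, and the 3 largest gains and the 3 largest losses were named. The design, this rule and the other settings to be tried were fixed before the data were examined. These covered the transformation, the samples in the fit, the filters on missing values and on methylation level, the minimum difference, the prior, the thresholds, the joining distance, the tile content and the omission of each animal in turn. Removal of CpGs whose values resembled genotypes, DMR counts of the main effects and the contrast of T with WSD were added after the data had been seen. A CpG was taken as resembling a genotype when its animals ranged over at least 70 points, from at most 5% to at least 75%, and at least 95% of them lay at most at 8%, between 30% and 62% or at least at 75%.

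The procedures were tested on simulated data built on the residuals of the real CpGs. At changes of 20, 40 and 60 points, the test of single CpGs recovered 3.5%, 42.5% and 84.5% of 200 changed CpGs among 841143 tested. The DMR procedure recovered 19.3% of 197, 46.4% of 196 and 75.4% of 199 changed regions, and made 71 other calls. The tile test recovered 37.5%, 92.5% and 97% of 200 changed tiles among 97706 tested, with 5, 20 and 21 other calls. In 3 draws of independent uniform p-values the DMR procedure made 0 calls. In 10 sets of shuffled residuals with no change it made from 0 to 59 calls, with a median of 6.5. Counts of DMRs were therefore set beside the counts from 100 splits of the same animals.

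Coordinates are those of the deposited values, on rheMac8. Genes, promoters and other features were not assigned, because no annotation of that build was used here, and the promoters singled out by the study were not analysed here for the same reason.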

Results

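Methylation was measured in omental white adipose tissue of female rhesus macaques given implants for 3 years. The implants released testosterone (T), which mimics hyperandrogenemia, or held cholesterol as the control. Animals ate monkey chow or a high-fat western-style diet (WSD). The 2 factors gave 4 groups of 6 animals: cholesterol on chow (C), testosterone on chow (T), cholesterol on WSD (WSD) and testosterone on WSD (T+WSD). The deposited values are percent methylation at 841143 CpGs. The number of CpGs with a value was 806232 ± 22640 (SD, n = 6) in C, 791995 ± 40022 in T, 805724 ± 10122 in WSD and 807433 ± 16117 in T+WSD. T 16 had the fewest, 717554, with 14.7% of CpGs missing. The other animals had between 767744 and 826713.

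The labels number C and T+WSD animals from 1 to 12, and T and WSD animals from 13 to 24. No batch is given in the labels. If the numbers followed a batch, the comparisons of T with C, of WSD with C and the interaction of both factors could not be separated from it. The comparison of T+WSD with C lies within animals 1 to 12, the comparison of T with WSD lies within animals 13 to 24, and each main effect is balanced over both series. No fit with the series as a term can give the confounded comparisons, since each series holds only 1 group of each such pair.

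Global methylation was compared first, to ask whether either treatment or their combination shifted the average level. Mean methylation was 45.7% ± 0.356 (SD, n = 6) in C, 45.1% ± 0.433 in T, 45.4% ± 0.664 in WSD and 45.1% ± 0.516 in T+WSD. The difference from C was −0.547 percentage points in T (two-sided exact permutation p = 0.0281, adjusted p = 0.0952 over 4 comparisons). It was −0.604 points in T+WSD (exact p = 0.0476, adjusted p = 0.0952) and −0.251 points in WSD (exact p = 0.485, adjusted p = 0.646). The interaction was 0.195 points (permutation p = 0.663, adjusted p = 0.663). None of the 4 passed the correction. Averaging over all CpGs with a value in each animal gave a T+WSD difference of −0.536 points (exact p = 0.0844). When single animals were left out, the T+WSD difference ranged from −0.759 to −0.474 points (exact p up to 0.0952). Without T 18 the T difference was −0.396 points (exact p = 0.0606), and without C 1 it was −0.418 points (exact p = 0.0584).

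**Figure D1:**
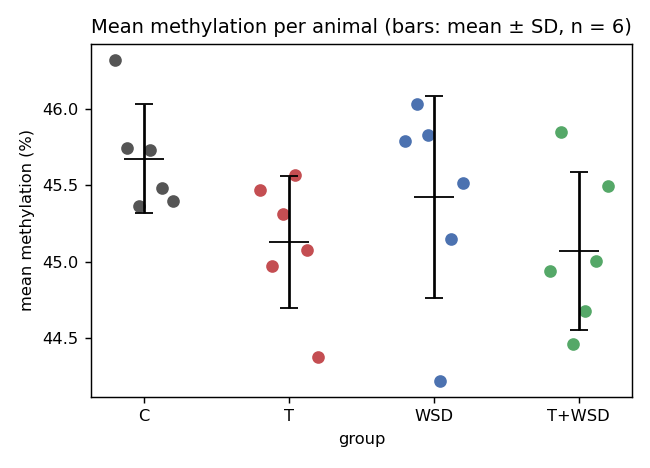
Mean methylation (%) of each animal by group over 475736 CpGs, with the group mean and SD (n = 6). The group means lie between 45.1% and 45.7%, and the animals of all groups overlap.

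Whole profiles were compared to ask whether the groups separated over 487852 CpGs. Pseudo-F, the between-group over within-group variation, was 1.34 for T+WSD against C (exact permutation p = 0.00216, adjusted p = 0.00649 over 3 comparisons), the smallest p that 924 splits allow. It was 1.13 for WSD (exact p = 0.00866, adjusted p = 0.0130) and 1.06 for T (exact p = 0.0758, adjusted p = 0.0758). On the 10000 most variable CpGs the values were 1.02 for T+WSD (exact p = 0.364) and 1.03 for WSD (exact p = 0.299). With untransformed rates T gave 1.13 (exact p = 0.0173). The first principal component held 9.22% of the variance and parted T 16, at 124, from the other animals, at −11.0 to 2.16. The second held 6.56%.

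**Figure D2:**
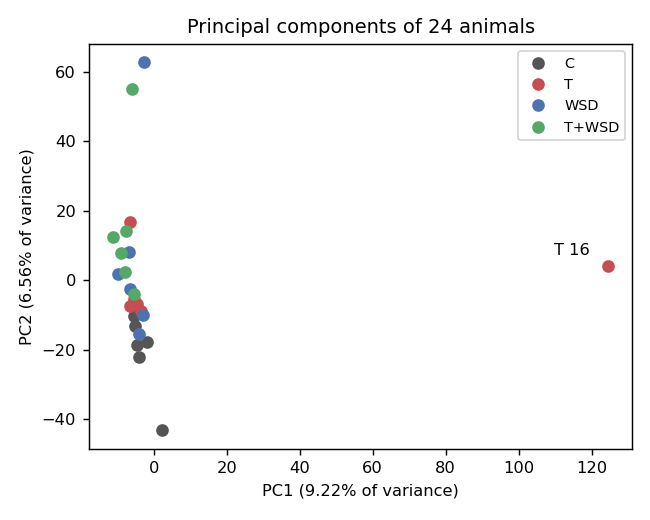
First and second principal components of the arcsine-transformed rates, 1 point per animal and coloured by group. T 16 lies at 124 on the first component, and the other 23 animals lie between −11.0 and 2.16.

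Single CpGs were then tested in each treatment group against C with limma. T differed from C at 47 DMCs, of which 2 were higher and 45 lower in T. WSD also differed at 47, with 5 higher and 42 lower, a split that became 16 higher of 49 when only WSD and C were fitted. T+WSD differed at 58, with 27 higher and 31 lower. Unadjusted p-values under 0.05 made up 5.58%, 6.28% and 7.61% of the 841143 CpGs in that order. Among the settings tried, an adjusted p under 0.1 moved the counts of T and WSD most, to 65 and 77. Under the same threshold the T+WSD count rose by more than either of these, as given below. Restriction to CpGs with a mean level between 5% and 95% left 0 DMCs for T+WSD, where 42437 CpGs had an unadjusted p under 0.05. The T+WSD count depended on single animals, with 3 DMCs without C 1, 8 without C 3 and 81 without C 2.

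The DMRs ranked the comparisons as T+WSD, WSD and T. Against C, T+WSD had 281 DMRs, of which 124 gained and 157 lost methylation. WSD had 42, with 13 gains and 29 losses, and T had 13, with 1 gain and 12 losses. The median DMR of T+WSD was 175 bp long and held 6 CpGs. Among 100 splits of the same animals, the real one included, 1 gave as many DMRs as T+WSD, and the highest of the other splits gave 89. For WSD 2 splits gave as many, and for T 16 did, so the T count lay within the range of other splits. Restriction to CpGs with a mean level between 5% and 95% gave the largest change for T, to 72 DMRs, and for WSD, to 127. Without C 1 there were 108 DMRs for T+WSD and 20 for WSD. The order of the 3 comparisons was the same in both of these settings, with 319 DMRs for T+WSD in the first and 9 for T in the second.

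**Figure D3:**
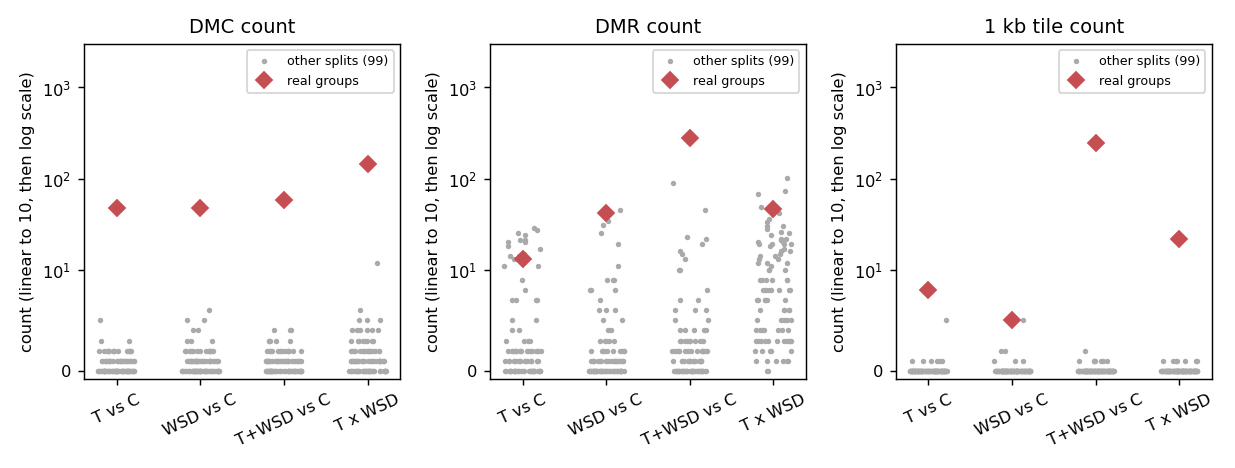
Number of DMCs, DMRs and 1 kb tiles called with the real groups (diamonds) and with 99 other splits of the same animals (dots), on an axis that is linear to 10 and logarithmic above. The real T+WSD comparison gave 281 DMRs against at most 89 in the other splits, while the 13 DMRs of T lay among those of other splits.

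The 1 kb tiles gave 245 differing tiles for T+WSD against C, 96 higher and 149 lower. There were 8 for T and 5 for WSD, all of them lower than in C in this fit, while fits of only the compared groups gave 4 for T with 1 higher. The tile count of T+WSD was 10 without C 1 and 365 without C 2. It was 20 on a log-ratio scale in place of the arcsine. Over the 245 tiles the median absolute difference was 17.9 points without C 1, and the median tile kept 93.1% of its difference. These tiles were called with C 1 in the fit, so the share kept shows no stability.

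The regions with the largest differences were taken among DMRs in which the groups did not overlap. For T+WSD, 145 of the 263 DMRs with at least 3 CpGs met this condition, for WSD 19 of 37 and for T 7 of 9. Chance alone gives such a separation in 0.216% of regions chosen without regard to their values. All regions named here therefore have the smallest exact permutation p, 0.00216, by the way they were chosen. None held a CpG whose values resembled genotypes. How many of their CpGs had a range wide enough to meet that rule was not counted, so variants stay open.

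In T+WSD against C, methylation on chromosome 16 from 4148433 to 4148640 (5 CpGs) was 28.8% ± 9.28 (SD, n = 6) in C and 65.7% ± 15.4 (n = 6) in T+WSD. On chromosome 20 from 73268425 to 73268461 (3 CpGs) it was 34.8% ± 12.6 in C and 69.6% ± 10.1 in T+WSD, and on chromosome 6 from 76908592 to 76908649 (4 CpGs) it was 24.7% ± 7.71 and 59.5% ± 13.8. Among losses, chromosome 3 from 44475826 to 44475979 (5 CpGs) went from 69.96% ± 9.85 to 38.6% ± 8.08, where T+WSD 9 stood at 53.7% against at most 39.0% in the other T+WSD animals. On chromosome 3 from 57838568 to 57838620 (3 CpGs) the values were 72.9% ± 7.20 and 43.5% ± 8.61. On chromosome 5 from 93207798 to 93207866 (4 CpGs) they were 91.3% ± 4.15 and 63.5% ± 8.41. In these 6 regions the means of T and WSD lay between those of C and T+WSD, from 30.1% ± 7.01 (SD, n = 6) in T on chromosome 6 to 82.1% ± 9.99 (n = 6) in T on chromosome 5.

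In WSD against C, chromosome 14 from 111853061 to 111853130 (6 CpGs) rose from 16.3% ± 8.07 (SD, n = 6) in C to 56.5% ± 16.003 (n = 6) in WSD, while T+WSD was at 19.5% ± 10.4 (n = 5). T stood at 39.0% ± 16.5 (n = 6) in this region. Chromosome 4 from 172513136 to 172513355 (7 CpGs) rose from 48.2% ± 10.8 to 72.5% ± 8.04. T was at 64.5% ± 9.26 (n = 6) and T+WSD at 77.5% ± 8.52 (n = 6). Chromosome 4 from 171431540 to 171431582 (6 CpGs) rose from 36.0% ± 4.04 to 59.5% ± 10.1, and was also the only gain that qualified for T, at 55.2% ± 2.21. There T+WSD was at 66.4% ± 9.69 (n = 6). On chromosome 17 from 29478332 to 29478648 (12 CpGs) methylation was 62.2% ± 13.5 in C, 19.03% ± 13.7 in T, 21.5% ± 10.1 in WSD and 51.1% ± 5.08 in T+WSD, and 9.38% of its values were missing. By these means it was the largest loss in T and in WSD among the regions that qualified by not overlapping between the groups. Chromosome 8 from 51154952 to 51154979 (3 CpGs) had 87.6% ± 4.70 in C, 51.7% ± 7.32 in WSD, 54.2% ± 8.18 in T and 80.3% ± 4.73 in T+WSD. Chromosome 8 from 22553287 to 22553429 (6 CpGs) fell from 70.9% ± 4.35 to 43.4% ± 10.1. T was at 53.3% ± 11.1 (n = 6) and T+WSD at 53.8% ± 12.3 (n = 6).

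The other losses in T were on chromosome 4 from 37257201 to 37257373 (5 CpGs), with 55.2% ± 6.90 (SD, n = 6) in C and 27.6% ± 3.65 (n = 6) in T, and on chromosome 19 from 45316411 to 45316481 (7 CpGs), with 29.3% ± 6.52 and 11.4% ± 3.39. At the first, WSD stood at 31.6% ± 11.7 and T+WSD at 49.5% ± 4.72. At the second, WSD stood at 13.1% ± 4.07 and T+WSD at 54.3% ± 7.44. By their means, the regions on chromosomes 14, 17, 8 (from 51154952) and 4 (from 37257201) thus differed more between animals 1 to 12 and 13 to 24 than between the groups within each series.

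The interaction was tested to ask whether the effect of T differed between the diets. It gave 146 DMCs, 117 positive and 29 negative, and 46 DMRs and 22 tiles. With CpGs measured in all animals there were 93 DMCs. Of the 146 DMCs, 71.2% had an unadjusted p of at least 0.05 for both main effects, against 88.0% of all CpGs. At 62 CpGs every animal from 1 to 12 lay on one side of every animal from 13 to 24, against 3 CpGs that parted animals with and without T and 7 that parted the diets. Of the DMCs against C, 44 of the 47 of T and 40 of the 47 of WSD were also DMCs of the interaction, and 3 of the 58 of T+WSD were. T and WSD, which differ in both factors and lie in one series, differed at 0 DMCs, 0 DMRs and 0 tiles, with 47932 CpGs and 6282 tiles at an unadjusted p under 0.05.

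**Figure D4:**
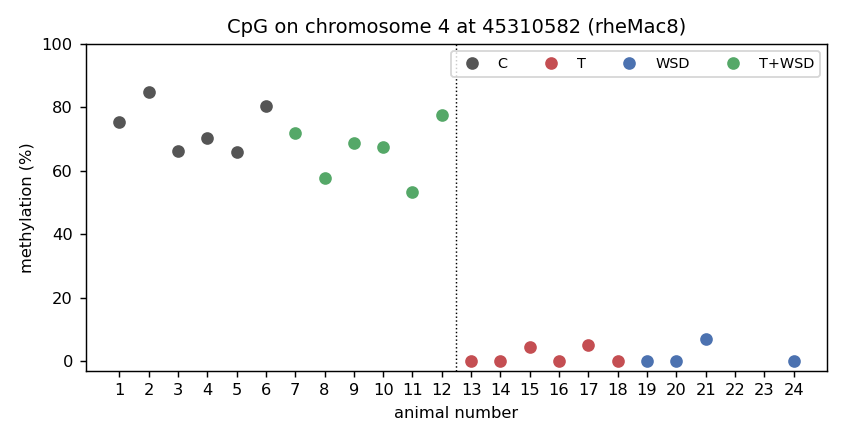
Methylation (%) at the CpG at position 45310582 of chromosome 4 (rheMac8) against the animal number, coloured by group, with a dotted line between animals 12 and 13. The CpG was chosen after its values were seen: C was at 73.8% ± 7.68 (SD, n = 6), T+WSD at 66.1% ± 8.99 (n = 6), T at 1.56% ± 2.42 (n = 6) and WSD at 1.79% ± 3.57 (n = 4).

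The main effects average over both series. The main effect of WSD gave 3 DMCs, all 3 higher on WSD, and 236 DMRs, 114 higher and 122 lower. Of 100 splits, the real one included, 1 gave as many DMRs, and the highest of the others gave 85. Without C 1 there were 0 DMCs, with 54299 CpGs at an unadjusted p under 0.05, and 148 DMRs. The main effect of T gave 0 DMCs, with 49556 CpGs at an unadjusted p under 0.05, and 37 DMRs, a count that 8 of 100 splits reached, the real one included.

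Differences from C were correlated across CpGs, which are not independent replicates. Pearson's r was 0.511 between T and WSD, 0.505 between T and T+WSD and 0.546 between WSD and T+WSD. Permuted labels that share the C animals gave a mean r of 0.498, 0.501 and 0.5003, and 33, 39 and 19 of 100 draws were at least as high. On 1 kb tiles the last r was 0.618. It has no value from permuted labels on tiles beside it, so the part due to the shared C animals is unknown. Between effects that share no animals, r was 0.0275 for T on chow and on WSD, a value 21 of 100 draws reached, and 0.0751 for WSD without and with T, which 2 of 100 reached. Of the 42 DMRs of WSD, 19 overlapped a DMR of T+WSD, 18 in the same direction. That is 45.2%, against 8.64% over 99 draws of permuted labels. Of the 13 of T, 2 overlapped a DMR of T+WSD (15.4%, against 6.24%), 1 of them in the same direction, and 6 a DMR of WSD (46.2%, against 6.47%), all 6 in the same direction. In single draws as many as 18 DMRs overlapped between WSD and T+WSD and 14 between T and WSD.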

Values the study reported

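The study reported 574 DMRs between the T+WSD and C groups, 163 between WSD and C, and 73 between T and C. It analysed 841,143 CpG sites. The minimum coverage of a site was 10X, required in 4 or more of the 6 animals in every group. Of the DMRs in the T+WSD group, 57% were reported to overlap genes and 17% to lie in promoters.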

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

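The tests of the split between animals 1 to 12 and 13 to 24, the tests on T 16 and the test of the excess held by CpGs at 20% or more were chosen only after the result was seen. Of 54 groups of values examined for a sample far from the others, 9 had one, and chance gives about 2.7.

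The effect of T differed between the diets at 146 DMCs by the interaction term. Among 100 splits of the animals, the real one included, 1 gave as many DMCs, 1 as many as the 22 tiles and 5 as many as the 46 DMRs. The interaction contrast and the animal numbers 1 to 12 against 13 to 24 place all 24 animals on the same sides, so a crossed interaction of T and WSD and a batch that follows the numbers cannot be told apart. Of 62 CpGs that parted the series completely, 0 resembled a genotype, but the range of only 12 of them could have met that rule, so a variant at the CpG stays open. In 1 of 100 splits into 12 and 12 animals, the real one, as many CpGs were parted. Of the interaction DMCs, 71.2% had an unadjusted p of at least 0.05 for both main effects, as a batch with C like T+WSD and T like WSD would give, but a crossed interaction gives the same. Across all CpGs that share was 88.0%, and 8.90% of the interaction DMCs had a p under 0.05 for both main effects, so the value argues against a change in T+WSD alone and not against either of these explanations. A batch shared by each series is therefore a candidate explanation, and the labels give none. Mean mitochondrial methylation was 0.590% to 1.64% in animals 1 to 12 and 1.18% to 2.58% in animals 13 to 24. This leaves out C 3, C 5 and T+WSD 9, at 10.7% to 28.0% with values at few mitochondrial CpGs. Of animals 13 to 24, only T 15 (1.18%) and T 16 (1.47%) lay below the highest of animals 1 to 12, at 1.64% in T+WSD 12. The series thus differed here as well, although these CpGs were not chosen for it. No test was run on this difference. Since the series and the interaction have the same sides, either explanation could give it, so it does not decide. At 54 of the separating CpGs the difference was over 20 points, with a median of 37.0. The 238 other CpGs within 100 bp of them that did not part the series differed by a median of 7.02 points in the same direction. Neighbours that parted the series were left out, and the 54 were chosen for their difference. The contrast is therefore largely set by the choice and does not show that the changes were confined to single CpGs.

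The same limit covers most DMCs of T and of WSD against C. Among 100 splits, the real one included, 1 gave as many DMCs as T, 1 as many tiles as T and 16 as many DMRs. For WSD 1 split gave as many DMCs, 2 as many DMRs and 2 as many tiles. A batch that follows the series could give 44 of the 47 DMCs of T and 40 of the 47 of WSD, since those were also DMCs of the interaction, of which 71.2% had a p of at least 0.05 for both main effects. The DMCs of T+WSD, within animals 1 to 12, shared 3 of 58 with the interaction.

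T 16 stood apart from the other T animals in the first principal component, at 124 against −3.55 in the nearest animal. Its scatter around the median of all animals at CpGs of middle level was 18.7 points, against at most 13.5 in the other T animals. Its median r with the animals of all groups was 0.933, against at least 0.950 in the other T animals. Over the other animals of all groups the scatter was at most 14.5 points, in C 1, and the median r at least 0.947, in WSD 20. Variants that take CpGs from T 16 were excluded as the whole cause, since T 16 alone was raised at 396 CpGs, against at most 81 in any other animal. A CpG carried by T 16 and lacking in the others could be raised in it, and sequence was not examined here. T 16 was also lowered alone at 1707, against at most 423, as variants would give, so variants stay open. A different cell mixture was excluded as the whole cause too, since neighbouring CpGs would then deviate together. Their covariance was 56.2 in T 16, within the range of 21.3 to 108 in the other animals. Among the T animals it was the highest, with T 13 next at 46.0, so a cell mixture stays open as a part. The variance of the deviations was 351 in T 16, and the next highest was 210 in C 1, whose covariance was 93.9. Lower depth may account for part of the pattern. In the other 23 animals scatter rose with the share of missing CpGs (Pearson's r = 0.624, permutation p = 0.00157; Spearman's rho = 0.713, permutation p = 1.8e-04), and without the 2 animals farthest from the median share r was 0.512 (permutation p = 0.0182) and rho 0.674 (permutation p = 0.00109). T 16 lay 2.98 residual SD above the line, at 18.7 points against 16.2 predicted, but its 14.7% of missing CpGs is beyond the range of the others, so the line was extrapolated and depth stays open. No other explanation was tested for T 16.

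In each group 1 animal was raised at 146569 nearly unmethylated CpGs. The mean there was 1.05% in C 1 against at most 0.726% in the other C animals, 1.33% in T 13 against 0.764%, 1.56% in WSD 20 against 0.991% and 1.59% in T+WSD 8 against 0.905%. WSD 20 also had a median r of 0.947 with the other animals, against at least 0.953 in its group. Incomplete bisulfite conversion would spread a slight excess over all CpGs. CpGs at 20% or more held 44.2% of the excess in T+WSD 8 and 45.4% to 71.9% in the other 3, which leaves a part for conversion in some of the animals. At mitochondrial CpGs 0 of the 4 animals had the highest mean of its group, also when C 3, C 5 and T+WSD 9, with values at few of these CpGs, were left out. The mitochondrial means of the 21 remaining animals ranged from 0.590% to 2.58%, wider than the excess of 0.338 to 0.829 points to be explained, so incomplete conversion stays open. A shift of cell mixture shared by the 4 animals may contribute. Their deviations correlated across these CpGs with a median r of 0.338, from 0.270 to 0.4001 in the 6 pairs, against a median of −0.0164 and a 95th percentile of 0.0549 in 270 other pairs. No cell type was named or tested.

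On chromosome 3 from 44475826 to 44475979, T+WSD 9 was at 53.7% against at most 39.0% in the other T+WSD animals. Such a value is among the number of distant samples that chance gives, and no explanation of it was tested.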

How the results depend on the processing

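The removal of CpGs resembling genotypes and the DMR counts of the main effects were chosen after seeing the data. Apart from the fits that left out 1 animal, 138 values of the counts, means, pseudo-F and r kept their direction and their side of the threshold (or stayed within 1.5 times for a count), and 43 moved, 3 became weaker and 1 stronger. The 16 medians over the named regions kept the direction of the means. These regions were chosen for complete separation of the groups, so their differences without single animals show no stability. Removal of CpGs resembling genotypes moved no DMC or DMR count over 1.5 times, and was not run on tiles. A coverage minimum of 20 was not run, since coverage was not used here, nor was the promoter list at 3 kb or 1 kb. No paired analysis was possible because the animal numbers differ between groups.

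On the log-ratio scale there were 23 DMCs for T+WSD, and 2, 3 and 20 tiles for T, WSD and T+WSD. The share of positive tiles of the interaction went from 77.3% to 87.5%, and with untransformed rates the share of higher tiles of WSD went from 0% to 14.3%. Fits of only the compared groups gave 7 DMRs and 4 tiles for T, 16 DMRs and 1 tile for WSD, and 38 DMCs and 50 tiles for T+WSD. They have fewer animals behind each variance. The share of higher calls was then 32.7% of DMCs and 50% of DMRs for WSD (10.6% and 31.0% in the joint fit), 25% of tiles for T (0%), and 34.2% of DMCs and 26% of tiles for T+WSD (46.6% and 39.2%). A variance prior with a trend gave 2 DMCs for T+WSD and 3, 3 and 85 tiles for T, WSD and T+WSD. Apart from the smaller number of animals the cause was not tested.

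CpGs with a value in all 24 animals gave 25 DMRs for T, 90 for WSD and 71 for the interaction, with 93 DMCs for the interaction and 387 tiles for T+WSD. CpGs with a mean level of 5% to 95% gave 72 DMRs for T, 127 for WSD, 85 for the interaction and 58 for the T main effect, and 15 and 384 tiles for WSD and T+WSD. Higher calls were 19.4% of those DMRs of T (7.69% before) and 33.3% of those tiles of WSD (0%). They left 0 DMCs for T+WSD and 0 for the WSD main effect, with 42437 and 39394 CpGs at an unadjusted p under 0.05. The cause was not tested.

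A minimum difference of 20 points left 8, 23 and 145 DMRs for T, WSD and T+WSD, 1 and 16 for the main effects of T and WSD, and 4 and 112 tiles for T and T+WSD. For T+WSD 56.6% of those DMRs and 58.9% of those tiles were higher. Fewer differences can pass it by construction. With no minimum the WSD main effect had 5 DMCs. An adjusted p under 0.1 gave 77 DMCs for WSD, 226 for T+WSD and 8 for the WSD main effect, by construction. Tiles with at least 5 CpGs numbered 5, 2 and 13 for T, WSD and the interaction, with fewer tiles tested.

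The T+WSD mean difference over all CpGs with a value was −0.536 points (exact permutation p = 0.0844). Pseudo-F of T on untransformed rates was 1.13 (exact permutation p = 0.0173), and on the 10000 most variable CpGs it was 1.03 for WSD and 1.02 for T+WSD (exact permutation p = 0.299 and 0.364). On tiles r was 0.555 between T and WSD and 0.618 between WSD and T+WSD, without values from permuted labels on tiles to set beside them. The cause was not tested.

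Leaving out each animal in turn gave 36 to 53 DMCs for T, 34 to 66 for WSD, 3 to 81 for T+WSD, 122 to 156 for the interaction, 0 to 6 for the T main effect and 0 to 13 for the WSD main effect. DMRs ranged from 9 to 16, 20 to 59, 108 to 321, 33 to 49, 17 to 47 and 148 to 302 in the same order, and tiles from 2 to 11, 3 to 12, 10 to 365 and 16 to 24 for T, WSD, T+WSD and the interaction. The lowest T+WSD counts were all without C 1, at 3 DMCs, 108 DMRs and 10 tiles. Without C 3 they were 8, 173 and 33, without T+WSD 8 they were 19, 125 and 35, and without T+WSD 9 they were 15, 146 and 32. The WSD DMRs were 20 without C 1 or WSD 20. The WSD main effect had 0 DMCs without C 1 or T 15, with 54299 and 58518 CpGs at an unadjusted p under 0.05. The T main effect had 0 DMCs in 18 of these fits, and without C 1 45343 CpGs had an unadjusted p under 0.05. Its 17 DMRs were without WSD 19, the 2 T tiles without C 3 and the 12 WSD tiles without WSD 24.

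The mean difference ranged from −0.635 to −0.396 points for T (exact permutation p up to 0.0606), from −0.373 to −0.0106 for WSD and from −0.759 to −0.474 for T+WSD (exact permutation p up to 0.0952). The interaction ranged from −0.0461 to 0.317 points, and its sign reversed without WSD 22 alone. Pseudo-F ranged from 1.02 to 1.09 for T, where omission of T 18 gave an exact permutation p of 0.0108, from 1.10 to 1.16 for WSD and from 1.23 to 1.36 for T+WSD. The r ranged from 0.476 to 0.563 between T and WSD, from 0.470 to 0.559 between T and T+WSD and from 0.510 to 0.596 between WSD and T+WSD.

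Because the number of reads behind each value is unknown, small differences at single CpGs cannot be set against counting error. On simulated data a change of 20 points at a single CpG was recovered in 3.5% of cases, so low DMC counts leave room for changes of that size.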

Other observations

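The tests below were fixed before their result was seen. The contrast of T with WSD and the DMR counts of the main effects were chosen only after the series of animal numbers was seen, and the number of CpGs able to meet the genotype rule was counted only after its result was seen.

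The counts of T+WSD against C lay above those of other splits and rested on few animals. Of 100 splits of the 12 animals, the real one included, 1 gave as many DMCs, 1 as many DMRs and 1 as many tiles. Without C 1 the tiles fell to 10, while the median tile kept 93.1% of its difference. The tiles were called with C 1 in the fit, and a difference made by 1 animal alone would seldom be called. The share kept was therefore largely set by the choice of tiles, and the part of C 1 stays open. A candidate explanation for the drop is that many tiles lay close to the threshold, which was not tested. Inside the 281 DMRs 0% of 1945 CpGs resembled a genotype, against 0.509% of all CpGs. The range of only 38 of the 1945 could have met that rule, so variants at those CpGs stay open.

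For the main effects, which are balanced over the series, 2 of the 100 splits, the real one included, gave as many DMCs as the 3 of WSD and 1 gave as many DMRs as its 236. For T 8 gave at least its 37 DMRs. Its 0 DMCs, with 49556 CpGs at an unadjusted p under 0.05, are reached by all 100 splits by construction, which tests nothing. T and WSD, within animals 13 to 24, differed at 0 DMCs, with 47932 CpGs at an unadjusted p under 0.05.

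It was asked whether WSD alone moved the DMRs of T+WSD further towards T+WSD than T alone did. The regions were called on the difference between the C and T+WSD animals, which do not enter this contrast of T with WSD. The T and WSD animals took part in the choice through the residual variance shared by all 4 groups, so it was not independent of their spread. The mean deviation from the level of all animals, signed by the direction of each DMR, was −2.46 points ± 1.06 (SD, n = 6) in T and 1.53 ± 4.47 (n = 6) in WSD. The difference of 4.00 points had a two-sided exact permutation p of 0.0671, and 4 of 6 WSD animals lay above all T animals. At this number of animals a larger share of WSD in the combined effect stays open.

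The WSD effect without T and with T, which share no animals, correlated across CpGs at r = 0.0751, and 2 of 100 draws of permuted labels were as high. A shared part of the WSD effect would give such an r, but r across all CpGs does not tell how large that part is. A batch that follows the series would also lower this r. The T effect on chow and on WSD had r = 0.0275, which 21 of 100 draws reached, and since the series would lower this r as well, a shared T effect and none cannot be told apart.

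The number of DMRs of T+WSD against C was 281 here. That is lower than the value quoted from the study above. For WSD against C it was 42, and for T against C 13. Both are lower than the values quoted from the study above. The counts depend on which CpGs enter. With a mean level of 5% to 95% there were 319, 127 and 72 DMRs for T+WSD, WSD and T, and with a value in all animals 407, 90 and 25. Fits of only the compared groups gave fewer, 191, 16 and 7, so the use of all groups in one fit does not account for the lower counts. The region procedure was written out again, and other differences from the tool used by the study may remain.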
